A study of Homo sapiens with 4 samples. Its data were reported in "Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse" (2021).

How the data were processed

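Single-cell RNA sequencing had been performed on 4 libraries of the human prostate cancer line LNCaP and its derivatives, with 1 library per group. The groups were parental LNCaP cells given the solvent DMSO (0.1%, 48 h), the same line treated with 10 µM of the prostate cancer drug enzalutamide for 48 h (LNCaP-ENZ48), and the enzalutamide-resistant lines RES-A and RES-B, both kept in 10 µM enzalutamide. By the methods of the study, RES-A was selected in rising doses of enzalutamide, and RES-B in another anti-androgen for a longer time. Groups were taken from the sample titles.

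The deposited values are UMI counts (unique molecular identifiers, each standing for 1 captured RNA molecule) per gene and cell barcode. The authors made these counts from droplet-based 3' libraries of sorted living cells with Cell Ranger 3.0.2 and its prebuilt GRCh38 reference, and each matrix holds the barcodes that Cell Ranger called as cells. The file headers name the software version, and the values were checked to be whole numbers with totals that differ between libraries. Cell Ranger counts a read only where it maps to a single gene, so counts of genes with near copies (KLK2 and KLK3, or the histone gene H2AFJ) are uncertain as levels, while the ratio of 1 gene between libraries shares that loss. Each matrix lists 33538 genes. Coordinates came from GENCODE 44 on GRCh38, a later annotation than that of the matrices, matched by gene ID; 33113 IDs were found there, and gene symbols were kept as in the matrices.

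Cells were filtered with the limits per library that the study used. LNCaP cells had 3000 to 7000 detected genes, 16000 to 50000 UMIs and a mitochondrial share under 15%. The other libraries had 1500 to 5000 genes and 5000 to 25000 UMIs, with a mitochondrial share under 15% in LNCaP-ENZ48, 17% in RES-A and 20% in RES-B. This kept 1782 of 2358 barcodes in LNCaP, 4315 of 4812 in LNCaP-ENZ48, 4569 of 5156 in RES-A and 4061 of 4907 in RES-B. The lower limits differ between libraries, so the LNCaP cells kept are larger in UMIs by construction as well as by sequencing depth. Doublets were not removed in the main analysis. Scrublet, as run in scanpy 1.11.5, marked 8 cells in LNCaP, 4 in RES-A and 0 in the others, too few for the caller to have worked. An alternative chosen after seeing this left out the cells with the highest Scrublet scores, at 0.8% of cells per 1000 barcodes (34 LNCaP, 166 LNCaP-ENZ48, 188 RES-A and 159 RES-B cells).

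Gene levels were UMIs summed over the kept cells of a library, given as CPM, the count scaled so that every library has the same total, with exact Poisson 95% intervals. Ratios of 2 libraries were log2 CPM ratios with exact conditional binomial (Clopper-Pearson) 95% intervals. Intervals cover counting error only. Each group is 1 library, so no difference has a replicate check, no test was run and no number of changed genes is given. Cells are not replicates, and the test over cells used by the study was left out for that reason. A count of 0 was set to a floor of 3 UMIs per library, which makes the fold a lower bound. Counts of 1 or 2 were not raised to this floor. The library sums were between 50208831 and 60838227 UMIs, and the interval of each level states the precision this depth gives. The 4 comparisons were LNCaP-ENZ48, RES-A and RES-B, each against LNCaP, and RES-B against RES-A.

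The genes named were fixed before the data were examined, as were the gene lists, the comparisons, the cluster markers and the alternatives not described as added. They are a panel of 17 genes (15 of them KLK2, KLK3, TMPRSS2, FKBP5, MYC, EZH2, AURKA, STMN1, DNMT1, CDC25B, EGFR, ATAD2, UBE2T, PIAS2 and PFKFB4) and, per comparison, the 3 genes with the highest and the 3 with the lowest log2 ratio among genes with at least 50 CPM in at least 1 of both libraries and the same sign under every cell filter. SLC22A3, SYT4, MT1G and S100P, and the lists of 100 and 30 genes used for covariation among cells, were chosen after their values were seen. The remaining genes of the panel and 1 of the lists are not reported here.

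For 16 gene lists, the median log2 ratio was taken over genes with a mean of at least 10 CPM and given with its percentile among 10000 random lists of the same size matched on mean expression. The percentile describes these libraries and is not a test. Lists taken from the study were Persist, PROSGenesis, NEPC upregulated and NEPC downregulated (neuroendocrine prostate cancer), MYC targets V1 and V2, mTORC1 signaling and BRCAness. The others were the S phase and G2/M phase lists of Seurat, nuclear-encoded and mitochondrially encoded respiratory chain subunits, cytosolic ribosomal proteins, hypoxia and amino acid stress. All genes of a list were found in the matrices except 1 each of NEPC downregulated and MYC targets V1. Persist and PROSGenesis hold genes from other work, which the study then scored in clusters of these libraries.

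For scores, phases, genes per cell and clusters, every cell was thinned at random to 5000 UMIs, which left out no kept cell. A list score was the mean log-normalised value (scale 10000) of its genes minus that of 100 control genes per gene from 24 expression bins. A cell was called S or G2/M where that score was positive and the larger, otherwise G1, with the libraries scored together. Clusters were Leiden communities (leidenalg 0.10.2, resolution 0.8, 20 neighbours, 30 principal components) on the 2000 most variable genes, with values centred and scaled within each library. Genes that differed 2-fold or more between any pair of libraries were left out of the clustering. A cluster counted as evenly shared where its largest library share was under 2 times its smallest, and as one-library where 1 library gave over 80% of it after equal weighting. It was named "X-like" only where at least 3 preset markers were among its top 10 genes by fold. Correlations of changes between comparisons that share LNCaP were set beside values from 20 simulations of unchanged libraries, with counting error alone and with gene-wise spread.

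Alternatives were 1 filter for all libraries (at least 1500 genes, at least 5000 UMIs, mitochondrial share under 20%), every deposited barcode, TMM scaling (edgeR 4.0.16), DESeq2 1.42.0 size factors, the mean of per-cell CPM, cells called G1 only, removal of Scrublet-marked cells, gene minimums of 1 and 50 CPM, no thinning, thinning to 2000 UMIs, libraries scored alone, resolutions 0.4 and 1.2, all variable genes with and without centring, and mutual nearest neighbour correction. fastMNN, the integration method of the study, was not used here; a mutual nearest neighbour correction in Python took its place.

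The methods were tested on simulated data with known answers. Of 200 genes changed in a simulated LNCaP-ENZ48 against LNCaP, 92.5% had intervals that held the true ratio, and 100% had the true sign. In cells simulated from the LNCaP profile, 97% received the true phase. Their phases were made by changing the same S and G2/M lists that call them. This leaves calls across libraries untested. The clustering missed simulated states. A simulated state present in a single library and raised 3-fold was missed by the main clustering (overlap with its best cluster 0.0940, where 1 is identical), and a state raised 6-fold was missed too (0.0953) but was found whole when all variable genes were used. The score that picks variable genes was changed to the highest over libraries after the first miss. The absence of a one-library cluster in the main clustering is therefore no evidence that such a state is absent. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, R 4.3.3 and matplotlib 3.10.9 were used, with seed 1.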

Results

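To compare expression across short-term treatment and acquired resistance, single-cell RNA sequencing (scRNA-seq) was performed on LNCaP cells, an androgen-sensitive line derived from a human prostate cancer metastasis. Enzalutamide (ENZ) is a drug given against prostate cancer. The 4 libraries were parental LNCaP in solvent, LNCaP after 48 h of ENZ (LNCaP-ENZ48), and the resistant lines RES-A and RES-B, with 1 library in each group and therefore no replicates. After filtering, 14727 cells remained. The LNCaP library held 1782 cells and 50208831 UMIs, with a median of 27079.5 UMIs and 4830.5 genes per cell. LNCaP-ENZ48 held 4315 cells and 60838227 UMIs (median 13676 UMIs and 3251 genes), RES-A 4569 cells and 57338101 UMIs (median 12138 and 3173), and RES-B 4061 cells and 52571787 UMIs (median 12285 and 3303). LNCaP thus had the fewest cells and the deepest ones. The median mitochondrial share was 9.78% in LNCaP, 9.38% in LNCaP-ENZ48, 10.4% in RES-A and 12.2% in RES-B. The 10 most abundant genes took between 14.7% (RES-A) and 16.7% (LNCaP-ENZ48) of UMIs, so no library was dominated by a few genes. Unique molecular identifiers (UMIs) each stand for 1 captured RNA molecule. Gene levels are summed UMIs scaled so that every library has the same total (CPM), and brackets hold 95% intervals that cover counting error only. No difference between libraries has a replicate check.

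To determine how 48 h of ENZ changed genes of the prostate lineage, LNCaP-ENZ48 was compared with LNCaP. The kallikrein genes KLK3, which encodes prostate-specific antigen (ENSG00000142515, chromosome 19, 50854915 to 50860764), and KLK2 (ENSG00000167751, 50861568 to 50880567) lie side by side. KLK3 fell from 718 to 95 CPM (-2.92 [-2.96, -2.88]) and KLK2 from 319 to 26.7 CPM (-3.58 [-3.65, -3.51]). TMPRSS2, on chromosome 21 (41464300 to 41531116, ENSG00000184012), fell from 106 to 25.5 CPM (-2.06 [-2.14, -1.97]). FKBP5 fell less (-0.88 [-1.02, -0.73]). MYC had a ratio of -0.70 [-0.75, -0.66]. The other 10 panel genes were lower in LNCaP-ENZ48 as well, from -0.10 (STMN1) to -0.84 (ATAD2), with the interval of PFKFB4 reaching above 0 (-0.29 [-0.59, 0.02]). Among 2374 genes that met the rule for naming, KLK2 and KLK3 had ratios among the 3 lowest. The highest were those of CAMK2N1 on chromosome 1 (20482391 to 20486210; 62.5 to 221 CPM, 1.82 [1.77, 1.88]), the long noncoding RNA SNHG25 on chromosome 17 (64145937 to 64146476; 1.54 [1.49, 1.59]) and DDC on chromosome 7 (50458436 to 50565405; 1.52 [1.43, 1.62]). The median ratio of all 7460 expressed genes was -0.07 in this comparison, and DESeq2 size factors shifted it by 0.10.

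Across gene ratios, the alternative that moved values most was the use of cells called G1 alone. Under it C2orf54 in RES-A, which rests on 1 UMI in LNCaP, went from 11.75 to 9.64, inside its counting interval, and AURKA in RES-A went from -0.0026 to 1.07. AURKA belongs to the list that calls G2/M cells. The ratios of STMN1 (0.09) and UBE2T (0.04) in LNCaP-ENZ48 changed sign in cells called G1, as did that of AURKA in RES-B (0.57).

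**Figure D1:**
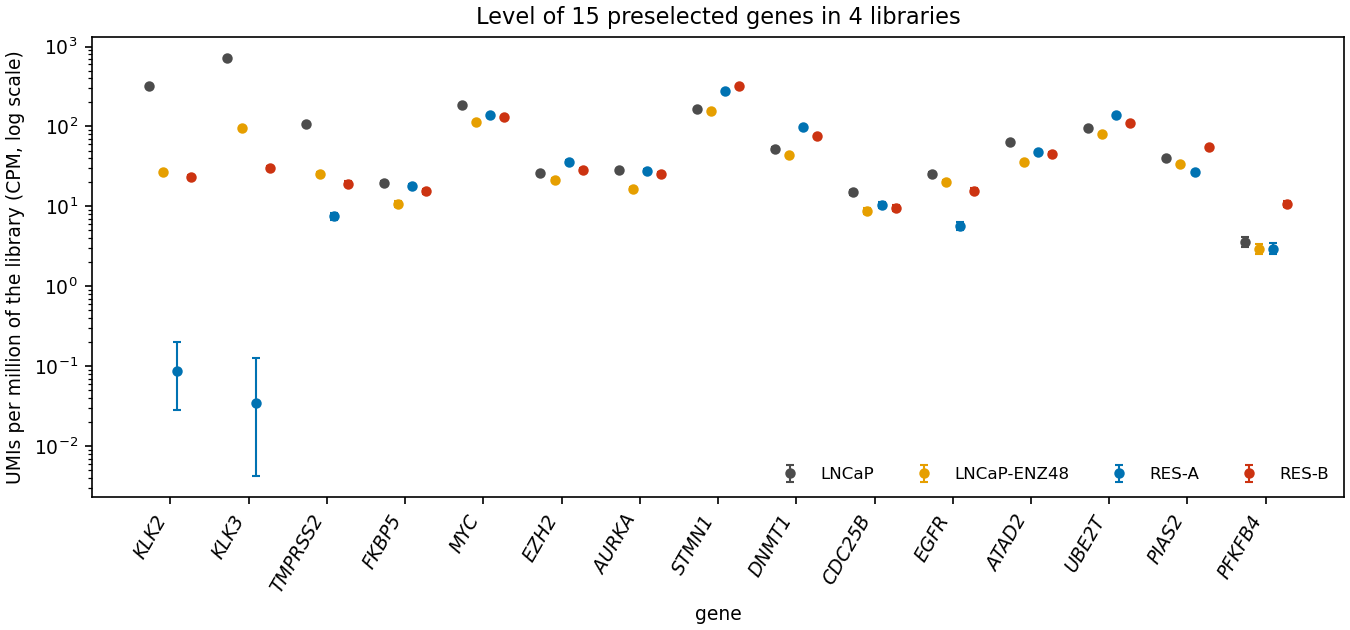
Level of 15 panel genes (x axis) as CPM (y axis, log scale) in the 4 libraries, with points for the library value and bars for the exact Poisson 95% interval. KLK3 ranged from 718 CPM in LNCaP to 0.0349 CPM in RES-A.

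Next, the resistant lines were each compared with LNCaP to ask whether the changes of short-term treatment were also found under resistance. KLK2 and KLK3 were near the detection limit in RES-A, with 5 and 2 UMIs in the library (KLK2 -11.84 [-13.46, -10.61], KLK3 -14.33 [-17.38, -12.48]). In RES-B they were at 23.5 CPM (-3.76 [-3.85, -3.68]) and 30.5 CPM (-4.56 [-4.63, -4.48]), below their LNCaP-ENZ48 levels. TMPRSS2 fell by 3.82 on the log2 scale in RES-A and by 2.46 in RES-B, although the 50 genes around it had medians of 0.46 and 0.39, which like other medians of surrounding genes are given relative to all expressed protein-coding genes. FKBP5 was close to LNCaP in RES-A (-0.15 [-0.28, -0.02]) and lower in RES-B (-0.35 [-0.49, -0.22]), with surroundings at 0.34 in RES-B. MYC was lower in both (-0.42 and -0.52).

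Of the genes linked to proliferation or lineage change, STMN1 (0.76 [0.72, 0.80] in RES-A, 0.93 [0.90, 0.97] in RES-B), DNMT1 (0.89 and 0.54), UBE2T (0.55 and 0.21) and EZH2 (0.48 and 0.16) were higher in both resistant libraries. The surroundings of STMN1 and UBE2T on chromosome 1 had medians of 0.44 and 0.34 in RES-B. CDC25B (-0.53 and -0.67), ATAD2 (-0.41 and -0.47) and EGFR (-2.15 and -0.68) were lower in both. AURKA in RES-A could not be told from LNCaP at this depth (-0.0026 [-0.11, 0.10]) and was slightly lower in RES-B (-0.13 [-0.24, -0.02]). PFKFB4 was higher in RES-B (10.6 CPM, 1.56 [1.32, 1.81]) and had no detectable difference in RES-A (-0.28 [-0.59, 0.03]). PIAS2 (ENSG00000078043, chromosome 18, 46803218 to 46920160) differed in direction, at 40.3 CPM in LNCaP, 26.7 CPM in RES-A (-0.59 [-0.69, -0.50]) and 55.4 CPM in RES-B (0.46 [0.38, 0.54]), and the 50 genes around it had medians of -0.50 in RES-A and -0.04 in RES-B. For RES-B, TMM scaling shifted the median of all genes by -0.11, from 0.11 to 0.01.

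The genes with the most extreme ratios in the resistant lines were near absent from 1 of the libraries compared. IGFBP5 (chromosome 2, 216672105 to 216695549) had 1 UMI in LNCaP and rose to 299.7 CPM in RES-A (13.88 [11.40, 19.18]) and 119.8 CPM in RES-B (12.55 [10.08, 17.86]), the highest ratio of both comparisons. It was followed in RES-A by C2orf54 on chromosome 2 (240886048 to 240896889; 11.75 [9.27, 17.05]) and NR2F1 on chromosome 5 (93583222 to 93594611; 10.50 [8.64, 13.55]). In RES-B the next were TSPAN8 on chromosome 12 (71125085 to 71441898; 9.25 [8.03, 10.88]) and VAV3 on chromosome 1 (107571161 to 107965180; 7.14 [6.61, 7.72]), around which the 50 genes had a median of 0.36. On the lower side, PEG3 (chromosome 19, 56810077 to 56840728) went from 316 CPM to 1 UMI in RES-A (-14.15 [-19.45, -11.67]), and PRAC1 (chromosome 17, 48721719 to 48722518) from 771 CPM to 2 UMIs in RES-B (-14.31 [-17.35, -12.45]). The histone gene H2AFJ (chromosome 12, 14774405 to 14778002), at 339 CPM in LNCaP and 362 CPM in LNCaP-ENZ48, had 0 UMIs in both resistant libraries, which makes it at least 6469.8-fold lower in RES-A and at least 5932-fold lower in RES-B against a floor of 3 UMIs per library. ETV1 (chromosome 7, 13891229 to 13991425), at 84.8 CPM in LNCaP, also had 0 UMIs in both and was at least 1485-fold lower in RES-B. These extremes were taken among 2653 genes for RES-A and 2711 genes for RES-B. Counts of 0 were set to the floor of 3 UMIs, while counts of 1 or 2 were used as found. The order among genes near absent from a library therefore depends on this rule. In RES-A, for example, PEG3 with 1 UMI had a lower ratio than H2AFJ with 0 UMIs (-12.66).

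To see how the resistant lines differed from each other, RES-B was compared with RES-A. KLK3 (9.77 [7.92, 12.82]), KLK2 (8.07 [6.85, 9.70]), PFKFB4 (1.84 [1.59, 2.10]), EGFR (1.47 [1.28, 1.66]) and TMPRSS2 (1.37) were higher in RES-B. So were PIAS2 (1.05) and, by less, STMN1 (0.18). The highest ratios among 2701 genes were those of KLK4 on chromosome 19 (50906351 to 50911395; 66.0 against 0.262 CPM, 7.98 [7.26, 8.82]), HOXA10 on chromosome 7 (27170605 to 27180261; 7.11 [6.57, 7.71]) and TSPAN8 (6.48 [6.03, 6.98]). PRAC1 (-13.34 [-16.39, -11.49]), CBLN2 on chromosome 18 (72536680 to 72638521) and EFNA5 on chromosome 5 (107376894 to 107670937; -5.82 [-6.15, -5.51]) were lowest. CBLN2 had 0 UMIs in RES-B and was at least 1407-fold lower than in RES-A, where its level was 80.3 CPM and the 49 genes around it had a median of -0.50 against LNCaP. DNMT1 (-0.35), UBE2T (-0.34), EZH2 (-0.32), FKBP5 (-0.20), AURKA (-0.13) and MYC (-0.10) were lower in RES-B, while the differences of CDC25B (-0.14 [-0.31, 0.04]) and ATAD2 (-0.06 [-0.14, 0.02]) were within counting error and turned to 0.50 and 0.23 in cells called G1. CAMK2N1, the gene most raised by short-term ENZ, was at 46.4 CPM in RES-A and 681 CPM in RES-B, with a median of 0.42 in the genes around it in RES-B against LNCaP.

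Gene lists were then used to ask whether sets of genes moved together, each median being placed among 10000 random lists of matched expression as a description of these libraries. Among the lists given here, the alternative that moved a median most was the use of cells called G1, which took the G2/M phase list in LNCaP-ENZ48 from -0.62 to -0.078. Persist is a list linked to the cell cycle, which the study tied to cells that remain under ENZ. Its 17 genes had medians of -0.44 in LNCaP-ENZ48 (percentile 0), -0.12 in RES-A (percentile 6.01) and -0.31 in RES-B (percentile 0.1). In cells called G1, where 10 genes passed the minimum, these became -0.07, 0.24 and -0.07. The sign in RES-A also turned with all cells at a minimum of 50 CPM (0.18), which left 9 genes, so the change of cells and the change of genes were not separated. PROSGenesis, drawn from prostate luminal cells that regenerate the epithelium, had 49 expressed genes with medians of 0.01 in LNCaP-ENZ48 (percentile 96.6; -0.02 at a minimum of 1 CPM), -0.10 in RES-A (percentile 1.93; 0.02 at a minimum of 1 CPM), 0.21 in RES-B (percentile 89.4) and 0.25 between RES-B and RES-A (percentile 99.7). The 10 expressed genes of the 43 in the NEPC upregulated list were highest in RES-A (0.41, percentile 99.0) and had medians of -0.23 in LNCaP-ENZ48 (percentile 4.27) and -0.09 in RES-B (percentile 13.2), which turned to 0.06 in cells called G1 and 0.02 at a minimum of 1 CPM.

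**Figure D2:**
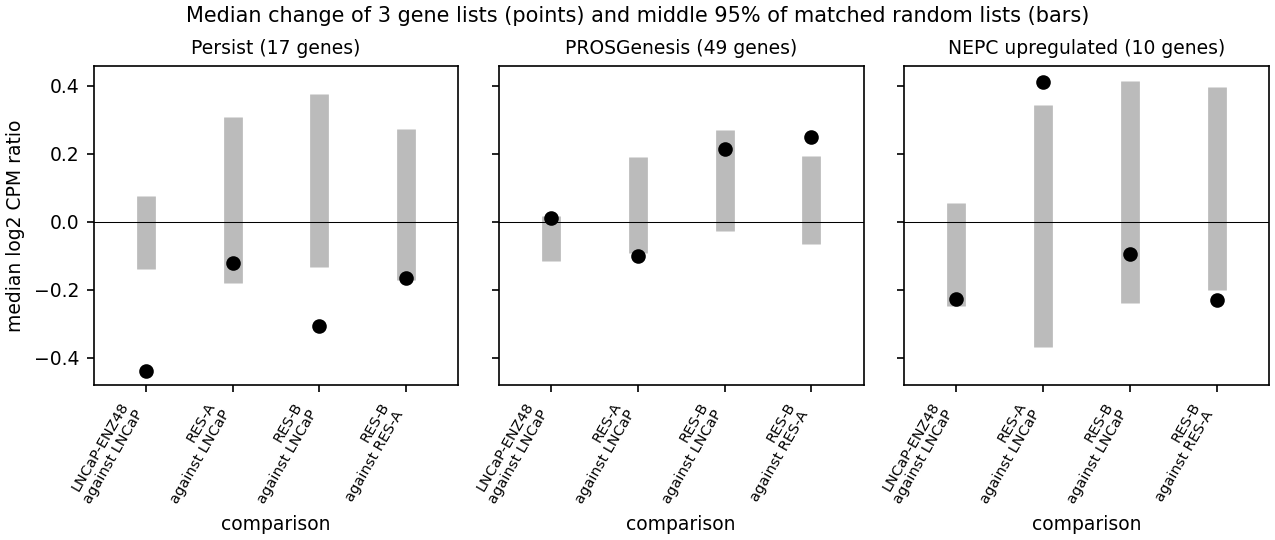
Median log2 CPM ratio (y axis) of the genes of 3 lists in the 4 comparisons (x axis), with points for the list and grey bars for the middle 95% of 10000 matched random lists. Persist lay at -0.44 in LNCaP-ENZ48 and -0.31 in RES-B, below the random lists, and NEPC upregulated at 0.41 in RES-A, above them.

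The remaining lists followed several patterns. NEPC downregulated genes were lower in all 3 comparisons with LNCaP (-0.20, -0.56 and -0.51, percentiles 0.15, 0 and 0; RES-B at -0.20 and percentile 0.07 at a minimum of 1 CPM, with 31 genes) and higher in RES-B than in RES-A (0.26, percentile 97.8). Amino acid stress genes were also lower against LNCaP (-0.34, -0.51 and -0.45, percentiles 0.01, 0.02 and 0.02). S phase genes fell in LNCaP-ENZ48 (-0.39, percentile 0) and rose in RES-A (0.40, percentile 100), with RES-B at 0.11 (percentile 47.9; -0.02 in cells called G1). G2/M phase genes fell in LNCaP-ENZ48 (-0.62, percentile 0) and less in RES-A (-0.12, percentile 1.85) and RES-B (-0.08, percentile 0.47), where the sign turned in cells called G1 (0.12 and 0.15) and at a minimum of 50 CPM (0.10 and 0.06). MYC targets V1 (-0.10, 0.14 and 0.10) and V2 (-0.19, 0.30 and 0.04) were low in LNCaP-ENZ48 (percentiles 0 and 0.03) and high in RES-A (percentiles 97.49 and 100), while their RES-B medians turned to -0.01 and -0.07 under TMM scaling and that of V2 to -0.0020 in cells called G1. The mTORC1 signaling list was high in RES-B (0.46, percentile 100), with -0.04 in LNCaP-ENZ48 (0.06 under TMM scaling, 0.0034 in cells called G1) and 0.04 in RES-A (-0.01 under TMM scaling). BRCAness rests on 3 expressed genes (-0.58, 0.41 and -0.0012, the last turning to 0.02 with 1 filter for all libraries and 0.09 at a minimum of 1 CPM). Hypoxia genes had medians of 0.04, -0.03 (0.0014 at a minimum of 1 CPM) and 0.26 (percentiles 88.1, 23.9 and 81.0), and nuclear respiratory chain genes of 0.10, 0.10 and 0.12 (percentiles 100, 48.4 and 43.4). Mitochondrially encoded respiratory genes (-0.07, 0.05 and 0.16) and ribosomal protein genes (-0.02, -0.14 and -0.32) are too highly expressed to be matched by random lists, and their LNCaP-ENZ48 medians turned to 0.02 and 0.08 under TMM scaling.

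To quantify how far the comparisons shared a direction, log2 ratios were correlated across 7460 genes, which are not independent replicates. The correlation was 0.686 between RES-A and RES-B, 0.357 between LNCaP-ENZ48 and RES-A and 0.293 between LNCaP-ENZ48 and RES-B. Because all 3 comparisons share the LNCaP library, unchanged libraries simulated with counting error alone gave 0.522, 0.515 and 0.548, and with equal gene-wise spread in all libraries 0.499, 0.501 and 0.501. With the spread placed so that each comparison varies as observed, they gave 0.0613, 0.159 and 0.18. The value for RES-A with RES-B was thus above all 3 simulations, and the other 2 lay between them. A minimum of 50 CPM moved the correlation of LNCaP-ENZ48 with RES-A most, to 0.459.

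Phases were called to compare the share of cycling cells between libraries. With every cell thinned to 5000 UMIs, 67.2% [64.9, 69.4] of LNCaP cells were called G1, against 78.2% [76.9, 79.4] in LNCaP-ENZ48, 62.4% [61.0, 63.8] in RES-A and 68.9% [67.4, 70.3] in RES-B (exact binomial intervals). S phase took 14%, 9.34%, 18.0% and 12.9% of cells, and G2/M 18.9%, 12.5%, 19.6% and 18.2%. The intervals of LNCaP and RES-B overlapped. Unthinned, the G1 shares were 72.3%, 82.0%, 66.7% and 73.0%, in the same order. Scoring each library alone moved the shares most, with 61.5% of LNCaP-ENZ48 cells in G1 against 68.1% of LNCaP cells and 24.98% against 14.1% in S. The G2/M share of LNCaP-ENZ48 was still the lower one (13.5% against 17.7%). The lower G2/M share after 48 h of ENZ thus held under both ways of scoring, while the directions of G1 and S did not. The lower G1 share of RES-A was not held either. Scored alone, 67.4% [66.0, 68.7] of RES-A cells were in G1 against 68.1% [65.9, 70.3] of LNCaP cells, and the intervals overlapped.

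**Figure D3:**
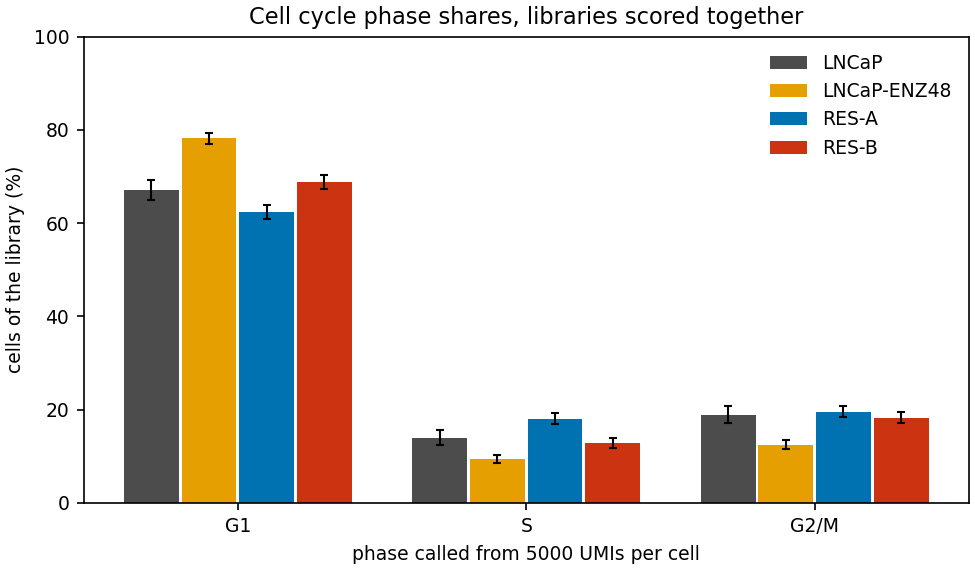
Share of cells (y axis, percent of the library) called G1, S or G2/M (x axis) in the 4 libraries, scored together on 5000 UMIs per cell, with bars for the share and whiskers for the exact binomial 95% interval. The G1 share was highest in LNCaP-ENZ48 (78.2%) and lowest in RES-A (62.4%).

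Scores per cell were used to ask how many cells of each library scored above the 90th percentile of LNCaP, where 10.0% of LNCaP cells lie. For Persist this was 6.44% [5.73, 7.22] of LNCaP-ENZ48, 10.3% [9.40, 11.2] of RES-A and 7.95% [7.14, 8.83] of RES-B cells, and at least 99.6% of these cells were called S or G2/M in each library. In cells called G1, with the percentile set anew, the shares were 7.38%, 14.8% and 5.72%. For PROSGenesis the shares were 22.8% [21.6, 24.1], 13% [12, 14] and 41.9% [40.4, 43.4], and unthinned, which moved them most, 30.5%, 15.6% and 55.5%. The RES-A share exceeded that of LNCaP while the median of the list in RES-A was lower, so no order is read from it. For NEPC upregulated the shares were 8.39% [7.58, 9.26], 19.8% [18.6, 20.95] and 14.3% [13.3, 15.4], and in cells called G1, which moved them most, 12.4%, 27.4% and 20.6%. RES-A was above LNCaP by share and by median. Most cells above the cutoff for this list were called S or G2/M (87.15% in LNCaP, 74.31% in LNCaP-ENZ48, 73.09% in RES-A and 80.07% in RES-B). The score over all cells thus follows the cell cycle in part. The RES-B share exceeded that of LNCaP while the median over 10 genes was lower, so no order is read for RES-B, and the order of LNCaP-ENZ48 and LNCaP turned in cells called G1.

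The number of genes detected per cell, which underlies the differentiation estimate in the study, depended on depth. The study used its estimate to order clusters in each sample, which the medians of whole libraries given here do not test. Unthinned medians were 4830.5 in LNCaP, 3251 in LNCaP-ENZ48, 3173 in RES-A and 3303 in RES-B. At 5000 UMIs per cell they were 1742, 1693, 1791 and 1848, which puts RES-B highest in place of LNCaP, and at 2000 UMIs they were 896, 874, 928 and 957, in the same order as at 5000.

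To identify cell states shared by the libraries, cells were clustered without genes that differ between libraries. This gave 7 clusters, of which 4 were evenly shared, 3 uneven and 0 were of a single library. Uncentred clustering on all variable genes changed this most, to 14 clusters with 10 of a single library, and such a cluster may be the library rather than a state. The Hypoxia-like cluster held 7.86% [6.65, 9.20] of LNCaP, 9.22% [8.38, 10.1] of LNCaP-ENZ48, 3.90% [3.35, 4.50] of RES-A and 15% [13.9, 16.2] of RES-B cells. The S-like clusters together held 13%, 8.62%, 16.6% and 10.9%, and the G2/M-like cluster 7.29%, 5.31%, 6.17% and 6.03%. The Amino-acid-stress-like cluster, in which S100P and MT1G ranked above the stress genes, held 23.3% [21.4, 25.4], 30.01% [28.7, 31.4], 21.8% [20.6, 23] and 13.7% [12.6, 14.8]. At resolution 1.2 a cluster led by S100P and MT1G separated from it (7.46%, 10.7%, 1.53% and 1.08%), and the remaining Amino-acid-stress-like shares of 18.8%, 21.6%, 22.3% and 14.7% no longer put RES-A below LNCaP. Clusters 1 and 3 stayed unnamed.

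**Figure D4:**
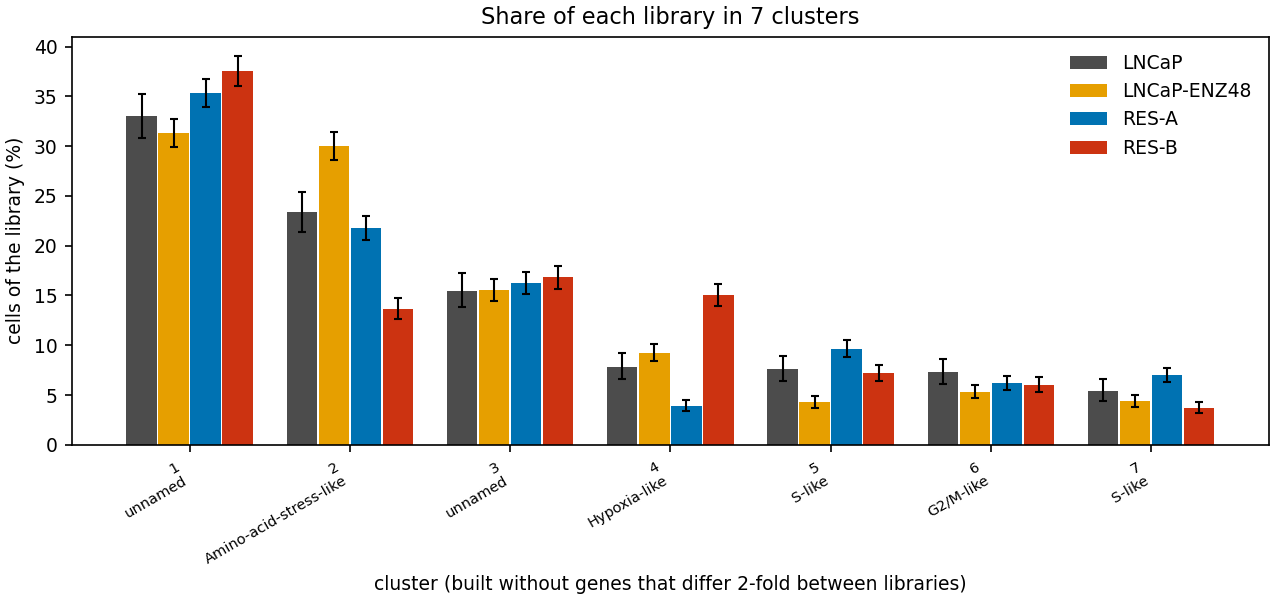
Share of each library (y axis, percent of its cells) in the 7 clusters (x axis), built without genes that differ 2-fold between libraries, with bars for the share and whiskers for the exact binomial 95% interval. The Hypoxia-like cluster ranged from 3.90% of RES-A to 15% of RES-B cells.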

Values the study reported

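The study reported 13 clusters after integrating the 4 LNCaP libraries, each defined by between 17 and 283 marker genes.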

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

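The 3 tests of explanations in this part were chosen after the PIAS2 ratios had been seen.

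PIAS2, a protein-coding gene on chromosome 18 (46803218 to 46920160, GRCh38, minus strand), moved in opposite directions in the resistant lines. Its log2 ratio against LNCaP was -0.59 in RES-A and 0.46 in RES-B, and RES-B lay 1.05 above RES-A. With 1 library per group the difference between the lines was not tested, and the counting intervals say nothing about how far another culture of either line would differ. The scaling of the libraries is argued against as the whole cause, since RES-B stayed above LNCaP under TMM scaling (0.35). A different share of cycling cells is argued against as well, since the ratio in cells called G1 was 0.51. What stays open is a shift of the genes around PIAS2. The nearest 10 expressed genes had a median of -0.57 in RES-A, at percentile 2.33 of 7224 runs of neighbouring genes, and of 0.16 in RES-B, at percentile 56.2. The RES-B median is ordinary among such runs and close to the median of all genes (0.11), and over the 50 genes around PIAS2 the medians relative to all genes were -0.50 in RES-A and -0.04 in RES-B. No regional shift was thus seen in RES-B at these sizes, while RES-A has one. A shift of fewer genes was not tested, and the rule for reading these neighbours was made stricter after their values were seen, so a regional shift and a change of PIAS2 alone cannot be told apart. A biological difference between the resistant lines, which were selected with different drugs, also stays open, untested.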

How the results depend on the processing

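Removal of the cells with the highest Scrublet scores was chosen after the data had been seen, and it left 88 of 88 ratios of named genes and 12 of 12 phase shares within their intervals. No paired analysis was possible because each group is 1 library. Where a value changed, the cause was not tested unless stated.

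Of 88 ratios computed for preselected or extreme genes, 0 changed sign outside the use of cells called G1 among those whose interval excluded 0. With 1 filter for all libraries 85 stayed within their intervals, with every deposited barcode 86, with the mean of per-cell CPM 78 (6 of the others higher, 4 lower), with TMM scaling 55 (14 higher, 19 lower) and with DESeq2 size factors 56 (14 higher, 18 lower). TMM moved every gene of a comparison by 1 amount, between -0.11 and 0.10 log2, by construction. In cells called G1, 45 stayed, 17 moved higher and 23 lower, and 3 changed sign, namely AURKA in RES-B (0.57), STMN1 in LNCaP-ENZ48 (0.094) and UBE2T in LNCaP-ENZ48 (0.039). Another 3, whose intervals included 0, also changed sign there, namely AURKA in RES-A (1.07) and, between RES-B and RES-A, CDC25B (0.50) and ATAD2 (0.23). Among the 17 that moved higher, H2AFJ in RES-A and RES-B, ETV1 in RES-B and CBLN2 between RES-B and RES-A rest on 0 UMIs. Their bounds use the floor and move with the number of UMIs kept, so these moves show no change of the genes.

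For list medians in cells called G1, Persist was -0.070 in LNCaP-ENZ48, 0.24 in RES-A and -0.49 between RES-B and RES-A, and the G2/M phase list was 0.12 in RES-A and 0.15 in RES-B. Choosing G1 cells by S and G2/M genes removes high values of those genes by construction. At a minimum of 50 CPM, PROSGenesis in LNCaP-ENZ48 was 0.18 and the G2/M phase list 0.10 in RES-A and 0.056 in RES-B. At a minimum of 1 CPM, PROSGenesis in RES-A was 0.015. Under TMM scaling the mitochondrially encoded respiratory list was 0.022 and the ribosomal protein list 0.080 in LNCaP-ENZ48. With 1 filter for all libraries 64 of 64 medians stayed within their intervals, with TMM 53, at 1 CPM 63, in cells called G1 48 of 60 and at 50 CPM 52 of 56. Lists left with fewer than 3 genes gave no value in the last 2 settings. The correlation of LNCaP-ENZ48 with RES-A was 0.459 at a minimum of 50 CPM, and the other correlations stayed within their intervals.

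Unthinned, 72.3% of LNCaP, 82.0% of LNCaP-ENZ48, 66.7% of RES-A and 73.0% of RES-B cells were called G1. With 1 filter the G1 share was 76.5% in LNCaP-ENZ48 and 66.8% in RES-B, and with each library scored alone 61.5% in LNCaP-ENZ48 and 67.4% in RES-A. Of 12 phase shares, 3 stayed within their intervals unthinned, 10 with 1 filter and 7 scored alone. In cells called G1 the Persist shares were 7.38% of LNCaP-ENZ48, 14.8% of RES-A and 5.72% of RES-B cells, and the PROSGenesis share of RES-B was 44.8%. Unthinned PROSGenesis shares were 30.5%, 15.6% and 55.5%. Median genes per cell were 4830.5, 3251, 3173 and 3303 unthinned and 896, 874, 928 and 957 at 2000 UMIs, where fewer UMIs give fewer genes by construction. Depth limits this measure as a comparison between libraries, since the highest library changes from LNCaP to RES-B once depth is equal.

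All variable genes without centring gave 14 clusters, 0 evenly shared and 10 of a single library. With centring, and with mutual nearest neighbour correction, 1 cluster was of a single library. Shares of named clusters stayed within their intervals in 7 of 8 cases at resolution 0.4, 10 of 16 at resolution 1.2, 6 of 16 with all variable genes centred, 1 of 12 uncentred, 3 of 16 with mutual nearest neighbour correction and 1 of 8 with 1 filter (7 higher). Settings without a cluster of a name gave no share for it. The Hypoxia-like share was highest in RES-B and lowest in RES-A under all of these settings.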

Other observations

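The tests on genes that vary together among LNCaP cells, on the 30 genes of a LNCaP cell group, on depth and on LNCaP cells lacking 1 or all of 3 transcripts were chosen after the results they bear on had been seen, and those that leave out Hypoxia-like cells or the cells led by SYT4, MT1G and S100P after the RES-B correlation was seen, while the tests on neighbouring genes and on loss of DNA were set before theirs. The test on loss of DNA was changed from the median neighbour to the lowest one after both values were seen.

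The number of clusters here was 7. That is lower than the value quoted from the study above. Clusters were rebuilt with another method and other genes.

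Neighbouring genes moved together. Over 7188 expressed protein-coding genes, the rank correlation of log2 ratios of adjacent genes was 0.227 in RES-A, 0.273 in RES-B and 0.328 between RES-B and RES-A, against at most 0.0483 in 200 random orders. In LNCaP-ENZ48 it was 0.0913, lower but above random order too. At 10 places apart it was 0.118 in RES-A, 0.181 in RES-B and 0.0415 in LNCaP-ENZ48, against at most 0.0344, which argues against clusters of adjacent related genes as the only source. The most shifted windows of 50 genes, relative to all genes, were chromosome 8 from 22138020 to 42371808 in RES-B (-0.93, random extreme -0.31), chromosome 6 from 43014103 to 85644063 in RES-B (0.81, random extreme 0.30) and 43629540 to 89874436 in RES-A (0.50, random extreme 0.38), and chromosome 13 from 38349849 to 98455176 in RES-A (-0.60, random extreme -0.31). The extremes of LNCaP-ENZ48 (0.15 and -0.14) lay inside those of random order (0.16 and -0.17). A change in DNA copy number in the resistant lines is a candidate explanation, and other regional effects, such as chromatin, stay open because DNA was not analysed here.

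H2AFJ, ETV1 and SLC22A3, the last on chromosome 6 (160348378 to 160452577) and at 49.5 CPM in LNCaP, had 0 UMIs in RES-A and RES-B over every deposited barcode. Lower depth of the libraries is argued against, since genes at a like level in LNCaP had a median log2 ratio of unscaled UMIs of 0.22 in RES-A and 0.16 in RES-B. A complete loss of DNA that reaches the nearest expressed genes on both sides is argued against too, as the lowest ratio among these genes was -0.49 (IGF2R beside SLC22A3 in RES-A) and the fewest UMIs 758 (ATF7IP beside H2AFJ in RES-A). Both neighbours of SLC22A3 were lower in both lines, IGF2R at -0.49 and -0.37 and QKI at -0.46 and -0.32, so a loss of some copies there stays open. Neighbours were taken by reference position and can lie far off. Those of ETV1 on chromosome 7 were TMEM106B, which ends at 12243367, and BZW2, which begins at 16646131. A loss of DNA between the neighbours, or at another place to which a gene had moved, was not tested. Lower capture of these genes alone, such a loss of DNA, silencing of the genes and selection of cells without them stay open. Of 1782 LNCaP cells, 42 had no UMI of H2AFJ, 488 none of ETV1 and 764 none of SLC22A3, against 0.724, 191 and 467 expected from Poisson counting at 1 rate per gene. The lowest of the 3 ratios was 1.64, which argues against dropout by counting alone. Genes at a like level also exceeded counting in the median, and the excess of these genes lay at percentiles 94.8 (H2AFJ), 97.3 (ETV1) and 97.6 (SLC22A3) among them. Cells with little or no expression of a single gene may explain this, and the counts do not separate little from none. In LNCaP, 10 of 1782 cells (0.561%, exact binomial interval 0.269% to 1.03%) lacked all 3 transcripts, against a median of 6 and a middle 95% of 2 to 10.02 in shuffles between cells of like depth. The count lies just inside that range. Whether cells without all 3 form a group cannot be told apart from a chance overlap of cells without each gene, because 10 cells are too few. The reading was left open after the count was seen, although the outcome written as speaking against it had occurred narrowly.

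The 100 genes highest in RES-B varied together among LNCaP cells, with a correlation between random divisions of the list of 0.206 (percentile 99.6 of 1000 random lists matched on expression) and 0.21 in cells called G1 (percentile 100). A parental subset of cells that already carries part of the RES-B state may explain this. Without Hypoxia-like cells the value was 0.204 (percentile 99.7), which argues against the cells of this cluster as the source. None of the 100 genes was on the hypoxia list, so all of them stayed in. Related variation in cells outside the cluster was not tested. Without the cells of the SYT4 group it was 0.168, on the border set for the test, so this group cannot be told apart from a wider subset. For the 100 genes highest in RES-A the value was 0.143 (percentile 96.3; 0.105 and percentile 95.5 in cells called G1), inside the middle 95% of random lists but near its edge. The outcome written as speaking against a subset thus occurred narrowly, and the reading was left open after the value was seen. Whether a RES-A subset exists cannot be told apart from the covariation of ordinary lists. The division into RES-A and RES-B, the larger number of random lists and the treatment of values at the border were set after first values had been seen. Genes and cells here are not replicates, and all values come from 1 LNCaP library.

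A group of LNCaP cells was marked by 30 genes led by GSTA1, CAMK2N1, FXYD3, VEGFA and PKIB, and the wording of this pattern was changed after its values were seen. At equal depth these genes varied together in LNCaP-ENZ48 with 0.391. This value decides nothing about the higher depth of the LNCaP library, because all cells had been thinned before the group was found, and it is not independent, because LNCaP-ENZ48 gave 699 of the 923 cells of the cluster behind the group. In RES-A the value was 0.0644 (percentile 99.3) and in RES-B 0.0906 (percentile 99.6). These are far lower but still above random lists. With all variable genes centred, the cluster from which the genes were picked held 206 of 1782 LNCaP and 699 of 4315 LNCaP-ENZ48 cells but 12 of 4569 RES-A and 6 of 4061 RES-B cells, and the clusters led by SYT4 held 1 and 3 cells of the resistant lines with mutual nearest neighbour correction and 0 and 0 uncentred, where genes that differ between libraries can set cells apart. At resolution 1.2 without such genes, the cluster led by S100P and MT1G held 70 RES-A and 44 RES-B cells. Absence of the state and a smaller share of such cells cannot be told apart, because the clusters are near empty while the remaining covariation may come from another program that shares these genes. The reading was left open after these values were seen, although the outcome written as speaking against absence had occurred. A loss of single genes from the program also stays open.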
